# Preparation of optimized concanavalin A-conjugated Dynabeads® magnetic beads for CUT&Tag

**DOI:** 10.1371/journal.pone.0259846

**Published:** 2021-11-16

**Authors:** Yasuhiro Fujiwara, Yuji Tanno, Hiroki Sugishita, Yusuke Kishi, Yoshinori Makino, Yuki Okada

## Abstract

Epigenome research has employed various methods to identify the genomic location of proteins of interest, such as transcription factors and histone modifications. A recently established method called CUT&Tag uses a Protein-A Tn5 transposase fusion protein, which cuts the genome and inserts adapter sequences nearby the target protein. Throughout most of the CUT&Tag procedure, cells are held on concanavalin A (con A)-conjugated magnetic beads. Proper holding of cells would be decisive for the accessibility of Tn5 to the chromatin, and efficacy of the procedure of washing cells. However, BioMag®Plus ConA magnetic beads, used in the original CUT&Tag protocol, often exhibit poor suspendability and severe aggregation. Here, we compared the BioMag beads and Dynabeads® magnetic particles of which conjugation of con A was done by our hands, and examined the performance of these magnetic beads in CUT&Tag. Among tested, one of the Dynabeads, MyOne-T1, kept excessive suspendability in a buffer even after overnight incubation. Furthermore, the MyOne-T1 beads notably improved the sensitivity in CUT&Tag assay for H3K4me3. In conclusion, the arrangement and the selection of MyOne-T1 refine the suspendability of beads, which improves the association of chromatin with Tn5, which enhances the sensitivity in CUT&Tag assay.

## Introduction

Over the past decade, understanding of transcriptional regulation through regulatory factors, including transcription factors (TFs) and histone modifications, has been accelerated along with the invention and spread of chromatin immunoprecipitation with sequencing (ChIP-seq) method. ChIP-seq has been a primary method to detect genomic location of proteins of interest in biological research. However, several limitations have been indicated; requiring a large number of cells and costly deep sequencing, owing to solubilization of the entire genome of cells, which indeed generate high background reads. To overcome these limitations, Dr. Henikoff’s group invented Cleavage Under Targets and Release Using Nuclease (CUT&RUN), which used antibodies and a Protein A-Micrococcal Nuclease (pA/MNase) fusion protein on unfixed cells [1,2]. The same group further introduced a derived Cleavage Under Targets and Tagmentation (CUT&Tag), which utilized a Protein A-Tn5 transposase (pA/Tn5) fusion protein instead of PA/MNase [3,4]. CUT&RUN and CUT&Tag require a remarkably reduced number of cells, while the sequence profiling resolution is remarkably increased. In both methods, cells are bound to concanavalin A (con A)-coated magnetic beads and are handled throughout the process until the DNA extraction step. To date, options for commercially available con A-coated magnetic beads were limited at this point. Further, the con A-coated magnetic beads, BioMag®Plus ConA magnetic beads (hereafter BioMag), used in the original protocols, are difficult to handle because of their poor suspendability and severe aggregation. One might argue that the efficiency of enzyme reaction in either protocol would be suffered.

To solve this issue, we evaluated different kinds of Dynabeads® magnetic beads (hereafter Dynabeads) that vary in size, cell binding capacity, or water binding capacity in order to verify whether the Dynabeads can be an alternative choice for the conventional con A-coated magnetic beads.

## Materials and methods

### Ethics declarations

Animal experiments in this study were approved by the Animal Experiment Ethics Committees at Institute for Quantitative Biosciences, University of Tokyo (approval #2715, #2809). Experiments were performed in precise accordance with the manual provided by the Life Science Research Ethics and Safety Committee, the University of Tokyo.

### Animal experiments and ethics statement

C57BL/6J mice (CLEA Japan, Tokyo, Japan) were used for animal experiments. No statistical method was used to estimate the sample size.

### Preparation of con A-coated beads

Four different streptavidin-conjugated Dynabeads, M-270, M-280, MyOne C1, and MyOne T1 that are capable of binding to biotin-conjugated concanavalin A (con A) were purchased from Thermo Fisher (**Table 1**). To conjugate con A, 100 μL of each beads is washed with 1× PBS (pH 6.8) for three times and resuspended in 100 μL of 1× PBS (pH 6.8) containing 0.01% Tween-20. Fifty μL of biotin-conjugated con A solution (2.3 mg/mL, Sigma Aldrich, C2272) in 1× PBS (pH 6.8) containing 0.01% Tween-20 is added to the beads, and rotated for 30 min at room temperature (RT). The beads are briefly spun down, and the supernatant is removed and used for measuring unbound con A in a "con A binding assay." The remaining beads are resuspended in 100 μL of 1x PBS (pH 6.8) containing 0.01% Tween-20, then used for "cell-binding assay" or the CUT&Tag procedure. BioMag from the original CUT&Tag protocol (Bangs Laboratories, BP531) [3,4] is used for comparison.

**Table 1:** Comparison of Streptavidin conjugated magnetic beads.

Beads	Binding capacity to free biotin	Diameter of beads	Water binding capacity
Dynabeads M-280 Streptavidin	650–900 pmol/mg beads	2.8 μm	Hydrophobic
Dynabeads M-270 Streptavidin	650–1350 pmol/mg beads	2.8 μm	Hydrophilic
Dynabeads MyOne Streptavidin C1	>2500 pmol/mg beads	1.05 μm	Hydrophilic
Dynabeads MyOne Streptavidin T1	>1300 pmol/mg beads	1.05 μm	Hydrophobic
BioMag Plus Concanavalin A	NA	1.0 μm	not known

### Con A binding assay

Nanodrop One, a micro-UV/Vis spectrophotometer (Thermo Fisher), is used to measure the unbound con A in the supernatant. An absorbance based on the Protein A280 is measured with three technical replicates (**Fig 1A**).

**Fig 1:**
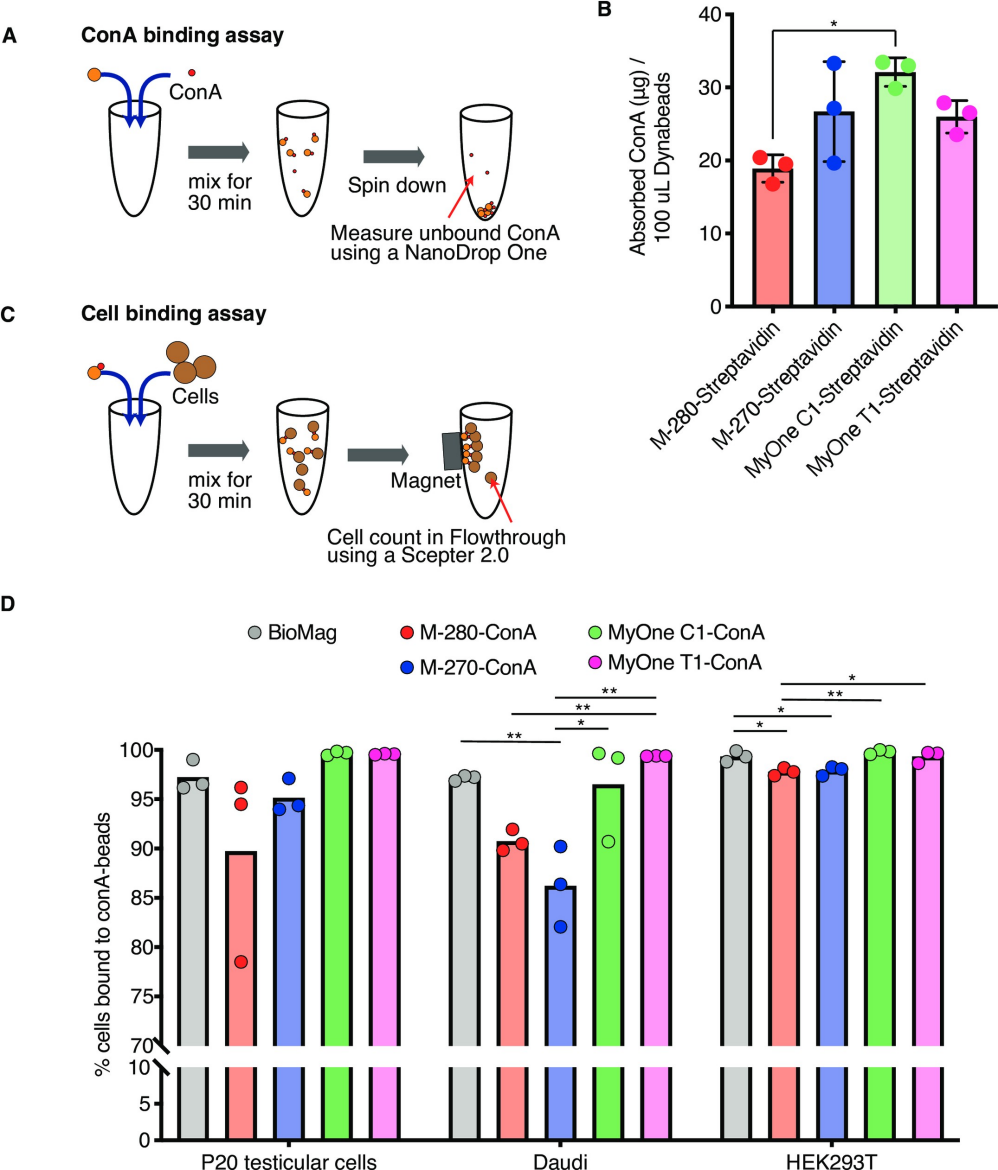
Con A binding assay and cell binding assay. **A,** Schematic view of con A binding assay. **B,** Con A-binding ability was compared between different magnetic beads. Columns indicate mean. Bars indicate SD. Dots indicate individual results of technical replicates. Statistical significance was assessed by one-way ANOVA followed by Turkey’s multiple comparisons test with a single pooled variance. *: *P* < 0.05. N = 3. **C,** Schematic view of cell binding assay. **D,** Cell-binding ability of self-con A-conjugated Dynabeads magnetic beads and BioMag beads with three different kinds of cell types. Columns indicate mean. Dots indicate individual results of technical replicates. Statistical significance was assessed by one-way ANOVA followed by Turkey’s multiple comparisons test with a single pooled variance. *: *P* < 0.05, **: *P* < 0.01. N = 3.

### Preparation of testicular cells for binding assay

Mouse testicular cells are obtained by the following method (La Salle et al., 2009) with some modifications. Briefly, a C57BL/6J mouse at 20 days postpartum (dpp) is euthanized using CO_2_ gas, and testes are detunicated. The seminiferous tubules are placed in a 20 mL of KRB medium (120 mM NaCl, 4.8 mM KCl, 25.2 mM NaHCO_3_, 1.2 mM KH_2_PO_4_, 1.2 mM MgSO_4_•7H_2_O, 1.3 mM CaCl_2_, Pen/Strep (Gibco, 11548876), 11.1 mM D-glucose, essential amino acid (Gibco, 11130036), and nonessential amino acid (Gibco, 12084947), and containing collagenase type I (0.5 mg/mL, Wako, 035–17604), and incubated for 30 min at 32°C with shaking at 250 rpm. The seminiferous tubules are washed twice with a KRB medium. The tubules are further digested in 20 mL of fresh KRB medium containing Trypsin (0.5 mg/mL Wako, 207–19982) and DNase I (1 μg/mL, Wako, 314–08071) for 15 min at 32°C with shaking at 250 rpm to obtain a single-cell suspension. After a quick spin, cell pellets are washed twice with KRB medium containing 2% FBS and DNase I (1 μg/mL), and resuspended in 1× PBS (pH 6.8).

### Cell-binding assay

To obtain cultured cells, human lymphoma cell line Daudi (JCRB9071) and Large T-transformed human embryonic kidney cell line HEK293T (RIKEN BRC2202) are cultured in D-MEM medium (Wako, 044–29765) supplemented with 10% FBS, GlutaMAX (Gibco, 25050–061), Pen/Strep (Gibco, 15140–122) or RPMI-1640 medium (Wako, 189–02025) supplemented with 10% FBS, respectively, in a humidified air condition containing 5% CO_2_ at 37°C. 10 μL of each con A-conjugated magnetic beads are mixed with mouse testicular cells (4×10^5^ cells), Daudi (5×10^5^ cells), or HEK293T (2×10^5^ cells), respectively, and incubated for 30 min at RT. Cells bound to con A-conjugated beads are captured with a magnetic stand (FG-SSMAG2, FastGene), and numbers of con A beads-unbound cells in the supernatant are counted using a Scepter 2.0 automated cell counter (Merck) and 60 μL sensor (**Fig 1C**).

### CUT&Tag

CUT&Tag is performed according to the previous publication [3] and its updated modifications available online (www.protocols.io). Briefly, Tn5-adapter complex is prepared by annealing each of Mosaic end-adapter A (ME-A) and Mosaic end-adapter B (ME-B) oligonucleotides with Mosaic end-reverse oligonucleotides. To obtain Protein A-Tn5 fusion protein, the expression vector, 3XFlag-pA-Tn5-Fl (Addgene plasmid #124601), is transfected into *E*. *coli* strain BL21-pLysS Singles™ Competent Cells (Novagen, 70236) and cultured in 50 mL of LB medium containing ampicillin (100 μg/mL) at 180 rpm at 37°C until OD600 = 0.9. Protein production is induced by adding IPTG (0.25 mM) and incubated at 180 rpm at 10°C overnight, then at 180 rpm 23°C for 4 hrs. The bacterial pellet is resuspended in 20 mL of HEGX buffer (20 mM HEPES-KOH (pH 7.2), 0.8 M NaCl, 1 mM EDTA, 10% glycerol, 0.2% Triton X-100) containing Complete Protease inhibitor cocktail (Roche), and lysed by sonication. After centrifugation at 12,000 ×g at 4°C for 30 min, 1/40 volume of 10% neutralized PEI is added, and incubated at 4°C for 30 min. The collected supernatant is filtered through 0.45 μm mesh, and 7 mL of chitin slurry resin (NEB, S6651S) is added and incubated at 4°C overnight. The fusion protein is eluted with total 17.5 mL of elution buffer (HEGX buffer containing 100 mM DTT), and dialyzed with 500 mL of Dialysis buffer (100 mM HEPES-KOH (pH 7.2), 100 mM NaCl, 0.2 mM EDTA, 2 mM 2-ME, 0.2% Triton X-100, 20% Glycerol). The fusion protein is further purified in IEX-A buffer using HiTrap SP1 and ACTA start (GE Healthcare Life Sciences). The Protein A-Tn5 fusion protein is mixed with pre-annealed ME-A and ME-B oligonucleotides. Ten μL (per sample) of either con A-conjugated Dynabeads MyOne T1 (hereafter MyOne T1) or BioMag was added to 100 μL Binding buffer (20 mM HEPES pH 7.5, 10 mM KCl, 1 mM CaCl_2_, 1 mM MnCl_2_). After washing the beads with the Binding buffer twice, the beads are resuspended in a 10 μL of the Binding buffer. The beads slurry is then added to 0.2 mL of Wash buffer [20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM spermidine, Complete Protease Inhibitor cocktail (Roche)]. This beads mixture is used to resuspend the harvested cells (~100,000 cells). The cell-containing tubes (two replicate samples are prepared for each assay) are rotated for 10 min at RT. After removing the buffer, the beads-bound cells are resuspended in 50 μL of ice-cold Antibody buffer (Wash buffer containing 0.05% digitonin, 2 mM EDTA, 0.1% BSA), and 0.5 μg of anti-H3K4me3 mouse monoclonal antibody (Abcam, ab12209) or the same amount of mouse IgG (BioLegend, 400101) is added to a tube. The tube is placed on an ELMI Intelli-mixer (PM-2m, ELMI) and mixed overnight at 4°C (set with mode F8 at 30 rpm). After a quick spin, the tubes are placed on a magnet stand (12321D, Invitrogen), and the buffer is removed. The beads are then resuspended in 100 μL of Dig-wash buffer (Wash buffer containing 0.05% digitonin) containing the anti-mouse IgG (H&L) secondary antibody (1.1 μg, 610–4120, ROCKLAND), and placed on an ELMI Intelli-mixer (ELMI) and mixed for 60 min at RT. The beads are then repeatedly washed with a 0.2 mL of Dig-wash buffer 9 times. The washed beads are resuspended in 100 μL of the pA-Tn5 mix (final concentration 50 nM) containing Dig-300 buffer (20 mM HEPES pH 7.5, 300 mM NaCl, 0.5 mM spermidine, 0.01% digitonin, Complete Protease Inhibitor cocktail) (1:250 dilution of 12.5 μM pA-Tn5 stock), and gently mixed by vortexing. The tubes are placed on an ELMI Intelli-mixer (ELMI) and mixed for 1 hr at RT. After a quick spin, the tubes are placed on a magnet stand until the buffer turns clear. After removing the buffer, the beads are washed with 0.2 mL of Dig-300 buffer twice, and resuspended with 300 μL of Tagmentation buffer (Dig-300 buffer containing 10 mM MgCl_2_), gently mixed, and incubated for 1 hr at 37°C for adapter tagmentation reaction. To stop tagmentation and solubilize DNA fragments by de-crosslinking, 10 μL of 0.5 M EDTA, 3 μL of 10% SDS, and 2.5 μL of Proteinase K (20 mg/mL) are added to each sample and mixed by vortexing. The reaction tubes are then incubated at 37°C overnight. After de-crosslinking, DNA is purified by Phenol-Chloroform-Isoamyl alcohol (25:24:1) extraction and Chloroform extraction followed by ethanol precipitation. Air-dried purified DNA is dissolved in 30 μL of 10 mM Tris-HCl pH 8.0 containing 1 mM EDTA and 25 μg/mL RNase A. The adapter sequence-tagmented DNA fragments are amplified by PCR using 21 μL DNA, 2 μL of Universal i5 primer (10 μM), 2 μL uniquely barcoded i7 primers (10 μM) [primer sequences are referred from [5]], and 25 μL NEBNext High-Fidelity 2x PCR Master mix (New England BioLabs, M0541S). The PCR cycle is as follows; 72°C for 5 min, 98°C for 30 sec, 98°C for 10 sec, 63°C for 10 sec, and the cycles are repeated 13 times, followed by 72°C for 1 min. After cooling down, the PCR products are purified by using 55 μL of Ampure XP beads (1.1 volume of the PCR product) and cleaning with 80% ethanol. The cleaned DNA is then eluted with 25 μL of 10 mM Tris-HCl (pH 8.0). The size distribution of libraries is confirmed by capillary electrophoresis using an Agilent 2100 Bioanalyzer Instrument (Agilent Technologies) and High Sensitivity DNA Chips (5067–4626) (Agilent Technologies). The barcoded libraries are quantified by KAPA Library Quantification Kit, Complete kit for ABI Prism, Illumina Platform (KK4835, 07960204001, Roche), and sample-unique primer sets are used for the amplification step. Paired-end sequencing of the barcoded libraries was performed using an Illumina HiSeq X sequencer (Illumina).

### Bioinformatics analysis

Barcode sequences of sequenced reads are eliminated using Trimmomatic [6], and the quality of reads is examined using FastQC [7]. Paired-end reads are aligned by Bowtie2 [8] to human genome GRCh37(hg19). The mapped data is converted to bam format using SAMtools [9], and narrow and broad peaks are detected using MACS [10]. Narrow peaks were detected by specifying the peak shift length 100 bp (default setting). For broad peak detection, the maximum shift length was set to 400 bp. Genome-wide distribution of peaks (bin size: 100,000), Heatmap, line plot and MA plot are made using DROMPA software [11]. Overlap of peaks is detected by using Intervene [12] and BEDTools [13]. To compare data between BioMag and MyOne T1 samples, merged peaks of each replicate sample are used. Bar graphs and MA plots are generated using GraphPad Prism 8 software.

## Result

### Con A binding assay

To quantify the binding capacities of Dynabeads to con A, we first measured the concentration of unbound con A in the supernatant after con A-Dynabeads coupling reaction (**Fig 1A**). The amount of absorbed (i.e., beads-bound) con A was calculated by subtracting the concentration of unbound con A from the initial concentration (2.3 μg/μL). Among the four tested Dynabeads, M-280 was less capable of binding to con A, while the other 3 types of Dynabeads (M-270, MyOne C1, and My One T1) exhibited comparable binding capacity in a range of 0.2–0.3 μg biotin-conjugated recombinant con A/μL beads solution (**Fig 1B**).

### Cell-binding assay

We next compared cell binding ability of the Dynabeads to three different cell types (Daudi, HEK293T, and mouse testicular cells). After removing con A-bound cells, the number of con A-unbound cells in the supernatant was counted (**Fig 1C**). We found that M-280 and M-270, which were bigger in diameter compared with those of MyOne C1 and T1 (2.8 μm vs. 1.05 μm), demonstrated relatively low capability to capture cells, especially for Daudi, although ~90% of cells were captured in all cell types (**Fig 1D**). Notably, the cell-binding ability of MyOne T1 and C1 beads appeared to be equivalent or even better than that of BioMag beads (1.05 μm) used in the original protocol (**Fig 1D**). Particularly, MyOne T1 exhibited the best performance in all cell types, indicating the usefulness of these small-sized Dynabeads for efficient and stable cell capture.

### CUT&Tag and data analyses

To further test the practicality of MyOne T1 in the CUT&Tag procedure, we next performed CUT&Tag in Daudi cells and compared the usability of BioMag and MyOne T1 beads. Previously, we have experienced the inconvenience of using BioMag beads during the CUT&Tag procedure in the following two points; one is the difficulty of uniform suspension of BioMag in the solution as it is easily aggregated after attaching cells to the beads (**Fig 2A**). Another is serious attachment to the wall of an Eppendorf tube. These issues could cause inefficient cell capture. The result clearly demonstrated that MyOne T1 exhibited more efficient and uniform suspendability compared with BioMag, and there were few residual beads attached to the wall of a tube (**Fig 2B**). The beads-bound cells were then mixed with antibodies against H3K4me3 or control IgG and incubated overnight at 4°C. After incubation, cell-bound MyOne T1 were uniformly dissolved in the buffer, while cell-bound BioMag was severely aggregated (**Fig 2C**). Subsequently, the size distribution and concentration of the library were analyzed by capillary electrophoresis. The original CUT&Tag using BioMag reported nucleosomal ladders when anti-H3K4me3 antibody is used [3]. In agreement with the original study, nucleosomal ladders were evidently observed in BioMag. Notably, MyOne T1 showed a reduced relative amount of DNA in higher (> 1000 bp) molecular weight, indicating the better performance of Tn-5 in the MyOne T1 samples (**Fig 2E**).

**Fig 2:**
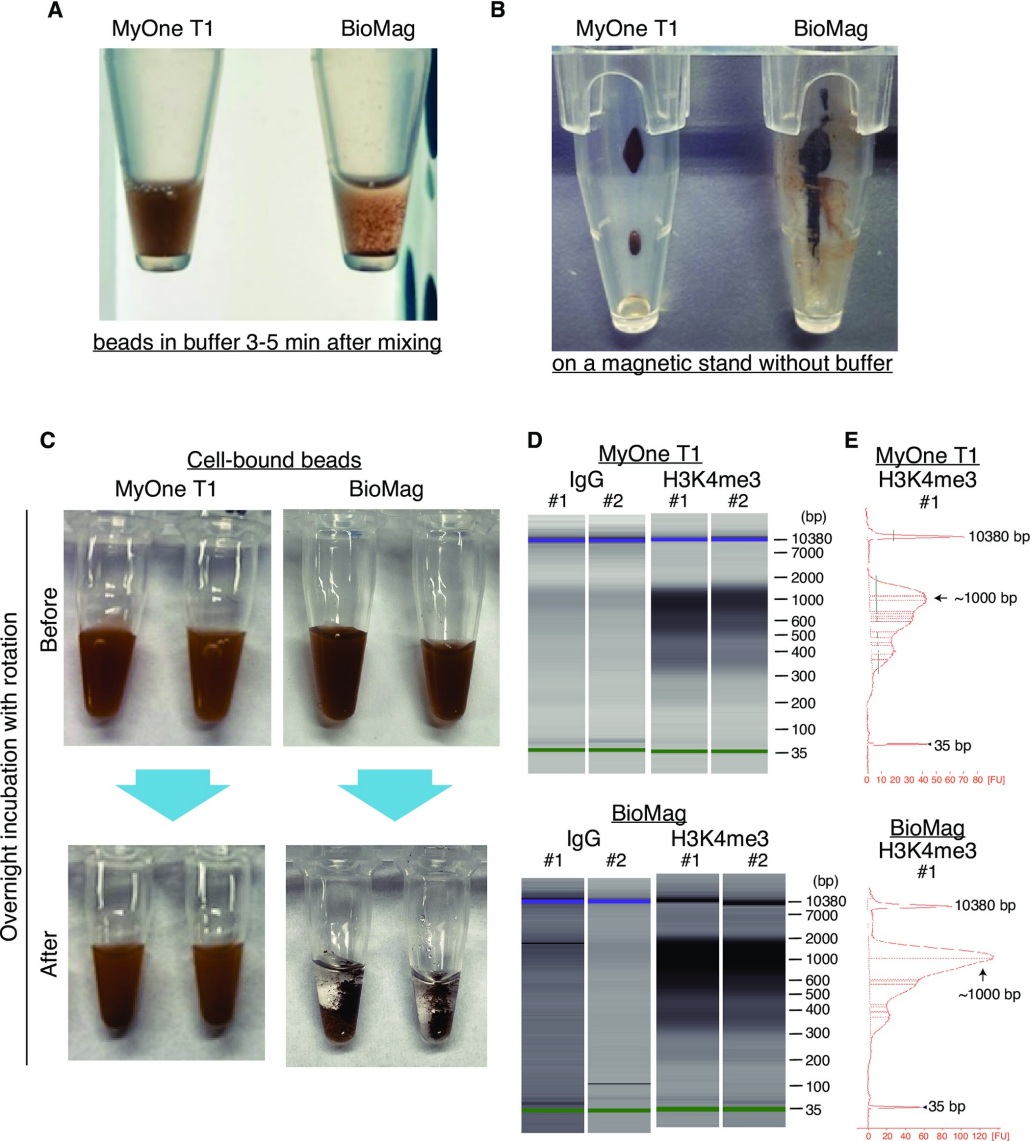
CUT&Tag using BioMag and MyOneT1 beads. **A,** Appearance of 1.5 mL tubes containing either BioMag or MyOne T1 on a magnetic stand just after removing the Binding buffer. **B,** Appearance of 1.5 mL tubes containing either BioMag or MyOne T1 in Antibody buffer 3–5 min after mixing. **C,** Appearance of 0.2 mL PCR tubes containing either BioMag or MyOne T1 that were bound with cells in Antibody buffer just after mixing (upper) and after ON incubation at 4°C (lower). **D,** Size distribution of libraries by capillary electrophoresis using Agilent 2100 Bioanalyzer Instrument. **E.** Electropherogram plots fluorescence intensity versus size (bp) for the sample indicated above. FU: Arbitrary fluorescence unit.

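Sequencing data were examined for CUT&Tag of H3K4me3, a histone mark of active promoters, in Daudi cells, an established human Burkitt lymphoma line of B-lymphoblast type. In CUT&Tag, an antibody brings the Protein A-Tn5 fusion protein to the mark, and the transposase cuts the DNA nearby and inserts the sequencing adapters. Cells were held on either con A-conjugated MyOne T1 or BioMag beads, with 2 H3K4me3 libraries for each type of beads, made from about 100000 cells and 0.5 μg of antibody per tube. The paper says that the PCR cycles were repeated 13 times, and the sample labels give 14 cycles. These differ only if the first cycle is counted among the 13. The paper gives 10% FBS in the culture medium, and the labels give 20%. The authors aligned the reads to GRCh37 (hg19) with Bowtie2 and called narrow and broad peaks in each library separately with MACS version 2.1.0.20151222, which gave 8 peak lists. The 3 IgG libraries, 1 with MyOne T1 and 2 with BioMag, were not analysed here. MACS counted 3223647 and 3264158 tags in replicates 1 and 2 of MyOne T1, of which 2368641 and 2409540 were left after duplicates at one position were reduced to 1 tag. The corresponding numbers for BioMag were 2061827 and 2935492 tags before and 1614739 and 2124074 tags after this step. Each list names one control per type of beads. The control of MyOne T1 held 2503484 tags, and 1426001 after filtering. The control of BioMag held 2654790 tags, and 616739 after filtering, with a redundant rate of 0.77 against 0.43 for MyOne T1. MACS scaled the larger library of each pair towards the smaller, here the control, so that peak heights in the lists of the 2 types of beads stand on different scales and were compared only within a list. The fragment length used was 290 bp for MyOne T1 and 295 and 293 bp for BioMag. The q-value threshold was 0.05, and 0.1 for the weak regions of broad peaks. From the lists, peaks of the 2 replicates of each type of beads were merged with bedtools, and merged peaks holding a peak of each replicate were compared between the beads with an overlap of at least 1 bp. Intervals given for shares are 95% Wilson intervals, which cover counting error only.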

We next performed paired-end 150 bp-sequencing of the libraries that were made with either BioMag or MyOne T1 beads. Genome-wide distribution of the peaks was identified by comparing them with the IgG control samples. 

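With the authors' thresholds, 13748 and 13637 narrow peaks were detected in replicates 1 and 2 of MyOne T1, and 11442 and 11513 in those of BioMag. The mean was 13692.5 ± 78.5 (SD, n = 2) for MyOne T1 and 11477.5 ± 50.2 (SD, n = 2) for BioMag, a difference of 2215 peaks. Broad peaks numbered 12621 and 12520 for MyOne T1 and 10797 and 10886 for BioMag, a difference of 1729 between the means. Each difference was larger than the spread between replicates. The methods speak of 2 replicate tubes per assay, and the replicates of one type of beads share a control. Their spread therefore does not cover a difference between controls, and may not cover one between separate experiments. The controls differ in filtered tags. With the MyOne T1 peaks rescaled to the BioMag control, the difference in narrow peaks was 801 at the lowest −log10 p called with BioMag. It was 894 at the lowest −log10 p of the MyOne T1 lists. This rescaling used summit values only, and peaks were not called anew. A two-sided exact permutation test gave p = 0.33 for each kind of peak, which is the smallest p that 2 libraries against 2 allow. With same-numbered replicates paired (replicate block), the differences in narrow peaks were 2306 and 2124. Same-numbered libraries did not deviate together from the means of their beads, as the correlation of the deviations in narrow peak number over 7610 bins of 100 kb was 0.0115.

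**Figure D1:**
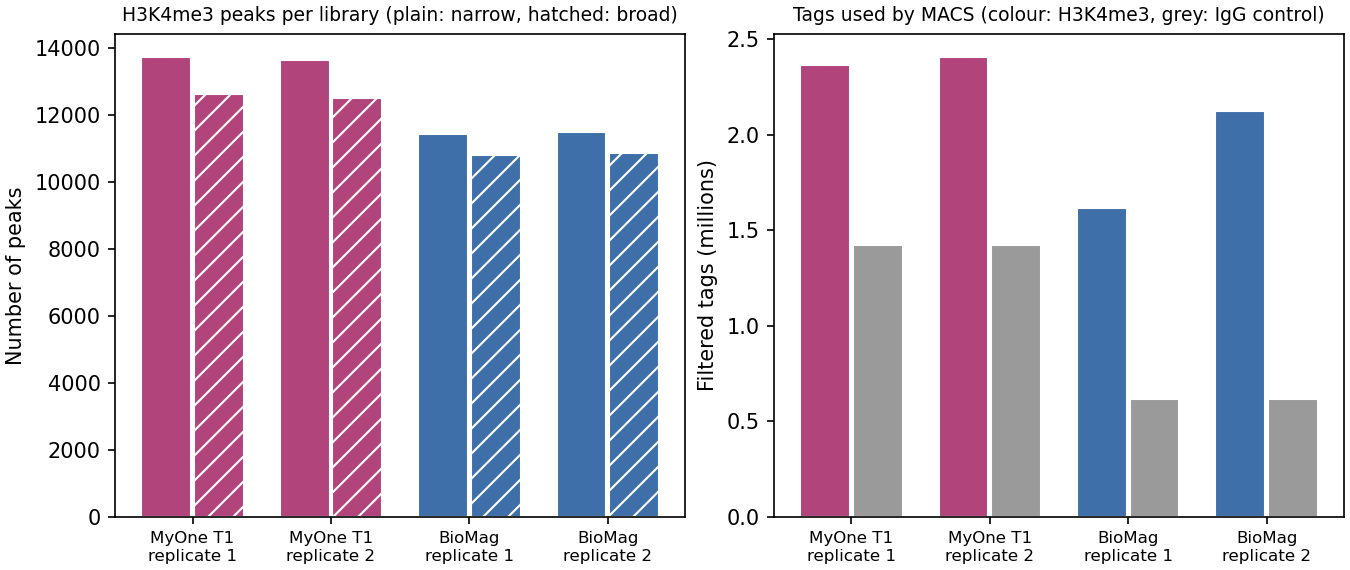
Number of H3K4me3 peaks per library (left, vertical axis in peaks) and tags left after filtering (right, vertical axis in tags on the scale given there), for the 2 replicates of MyOne T1 and of BioMag. Plain and hatched bars are narrow and broad peaks, grey bars are the IgG control that MACS used, and the narrow peaks of MyOne T1 (13748 and 13637) outnumber those of BioMag (11442 and 11513).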

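Chromosome 1 was divided into bins of 100 kb, the bin size of the methods, and each bin was scored for whether it held the midpoint of a narrow peak. The Jaccard index, the number of bins with a peak in both libraries divided by the number with a peak in either, was 0.885 on average for the 4 pairs of one MyOne T1 and one BioMag library, ranging from 0.877 to 0.896. For the replicate pairs of the same beads it was 0.951 and 0.962. The lower index across beads mostly restates the difference in peak number, since the index cannot exceed the ratio of the numbers of bins with a peak. MyOne T1 replicate 1 had 755 such bins and BioMag replicate 1 had 668, of which 665 were shared. The bin size moved the index most, to 0.963 between beads and 0.989 within beads with bins of 1 Mb, and to 0.810 and 0.920 with bins of 10 kb.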

Overall, the peak distribution pattern was similar between BioMag and MyOne T1 beads at a chromosome-wide level (**Fig 3A**). 

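The median length of the narrow peaks called by MACS was 1205 and 1194 bp in the 2 MyOne T1 libraries and 985.5 and 1004 bp in the 2 BioMag libraries. The means of these medians were 1199.5 ± 7.78 bp (SD, n = 2) and 995 ± 13.1 bp (SD, n = 2), respectively, so that MyOne T1 peaks were longer by 205 bp, more than the replicates differed. The replicates of one type of beads share a control, so their spread does not cover the different scaling of the lists. Lengths were not computed on a common scale. Broad peaks had a median length of 1507.5 ± 6.36 bp (SD, n = 2) with MyOne T1 and 1330.5 ± 0.707 bp (SD, n = 2) with BioMag. The shortest peaks were 290 bp with MyOne T1 and 293 bp with BioMag. Peaks of 400 bp or less made up 8.57% of the narrow and 4.19% of the broad peaks of MyOne T1, and 8.10% and 3.54% of those of BioMag.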

In a 1–2 Mb window, H3K4me3 was observed as either narrow peaks (~100 bp, **Fig 3B**) or broad peaks (~400 bp, **Fig 3C**) depending on the genome loci. 

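In the window of Fig 3B, from 1 to 2 Mb of chromosome 1, the MyOne T1 libraries held 26 and 27 narrow peaks and the BioMag libraries 27 and 28. Together these formed 26 regions, of which 25 held a peak of all 4 libraries. The remaining region, from 1677917 to 1678572 of chromosome 1 (GRCh37), had a peak in MyOne T1 replicate 2 and in both BioMag replicates. Of the 26 regions, 21 came within 1 kb of the start of an annotated gene. In the window of Fig 3C, from 42 to 44 Mb, each MyOne T1 library held 17 broad peaks and each BioMag library 15. All 15 BioMag regions were shared by the 4 libraries. The other 2 regions, from 43397874 to 43398639 and from 43418095 to 43418740, were called in both MyOne T1 replicates only. The midpoint of each lies in an intron of SLC2A1, a protein-coding gene on the minus strand from 43391024 to 43424564. The region from 43418095 also covers the start of the processed pseudogene ATP6V0CP4, at 43418312.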

In both cases, the peak distribution and pattern were consistent between BioMag and MyOne T1 beads.

**Fig 3:**
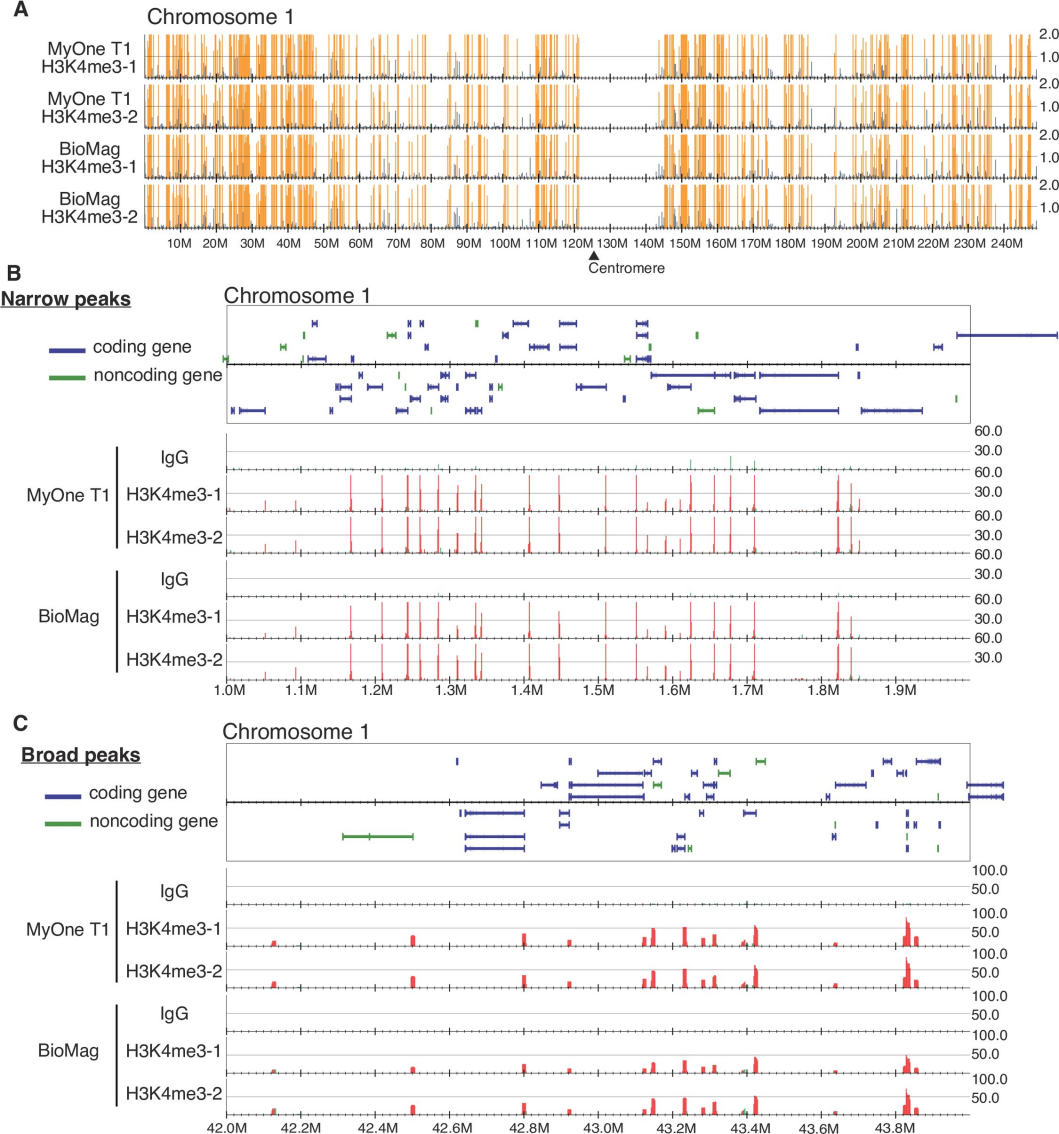
Sequence results of libraries prepared from CUT&Tag. **A,** Distribution of peaks of entire human chromosome 1. Yellow vertical lines indicate statistically significant peaks detected by DROMPA software. **B,** Distribution of Narrow peaks at gene level in the chromosome 1. Red vertical lines indicate statistically significant peaks detected by DROMPA software. **C,** Distribution of Broad peaks at gene level in the chromosome 1. Red peaks indicate statistically significant peaks detected by DROMPA software.

Further bioinformatic analyses demonstrated that 98.46% of narrow peaks and 99.26% of broad peaks from BioMag were overlapped with those from MyOne T1 beads (**Fig 4A**). In addition, peak distribution around genes was also similar between BioMag and MyOne T1 as the majority of H3K4me3 peaks were mainly distributed at upstream and genic regions rather than intergenic regions in both samples with a significant enrichment at transcription start sites (TSS) (**Fig 4B and 4E**). Furthermore, MyOne T1 showed notable numbers of MyOne T1-specific narrow and broad peaks (2723 and 1727 peaks, respectively) (**Fig 4A**), and these peaks contained relatively fewer upstream and more intergenic peaks as compared with the total MyOne T1 peaks (**Fig 4B**). In addition, the read density of T1 specific narrow peaks was evidently lower than that of T1/BM common peaks, and those of BM samples were even lower (**Fig 4C and 4D**).

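Merged narrow peaks, each holding a peak of both replicates, numbered 12514 for MyOne T1 and 10471 for BioMag. Of those of BioMag, 10341 overlapped a merged MyOne T1 peak by at least 1 bp, a share of 98.8% (95% Wilson interval 98.5 to 99.0%), and 130 did not. Merged broad peaks numbered 12022 for MyOne T1 and 10464 for BioMag, and 10392 of the latter (99.3%, 99.1 to 99.5%) overlapped one of MyOne T1, leaving 72. In the other direction, 80.4% of the narrow and 86.0% of the broad merged peaks of MyOne T1 overlapped a BioMag peak. For comparison, single replicates of the same beads shared 93.5 to 94.9% of their narrow peaks. Between single libraries of different beads, 97.8 to 98.3% of BioMag narrow peaks overlapped one of MyOne T1. In the other direction the share was 77.6 to 79.0%. The share of BioMag narrow peaks moved most when a reciprocal overlap of at least 50% was required, to 84.4%.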

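Each merged peak was placed by its summit (narrow) or midpoint (broad) relative to the 64486 genes of GENCODE release 44 mapped to GRCh37, with the region within 5 kb upstream of a gene taken first, then the gene, then 5 kb downstream. Upstream regions held 45.9% of the narrow peaks of MyOne T1 and 47.3% of those of BioMag, and genic regions held 50.9% of each. Intergenic regions held 2.43% (2.17 to 2.71%) of MyOne T1 and 1.38% (1.18 to 1.63%) of BioMag narrow peaks. Summits of MyOne T1 narrow peaks placed at random on the same chromosomes fell in upstream regions in 11.7% and in intergenic regions in 27.2% of cases, as the mean of 20 placements. Broad peaks were upstream in 41.5% and 43.6%, genic in 54.5% and 54.2%, and intergenic in 3.03% and 1.71% of cases for MyOne T1 and BioMag, respectively. Summits within 1 kb of a gene's TSS made up 69.7% ± 0.133 (SD, n = 2) of the narrow peaks with MyOne T1 and 76.7% ± 0.145 (SD, n = 2) with BioMag. None of 100 random placements of each list reached its share, and their mean was 4.69% for MyOne T1 and 4.72% for BioMag, so that the enrichment at the TSS was 14.8-fold and 16.3-fold. The upstream share depended on how the classes were assigned. For MyOne T1 it was 13.3% of narrow and 8.53% of broad peaks when genes were taken before upstream regions, and 77.2% and 78.0% when any overlap of the whole peak was counted.

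**Figure D2:**
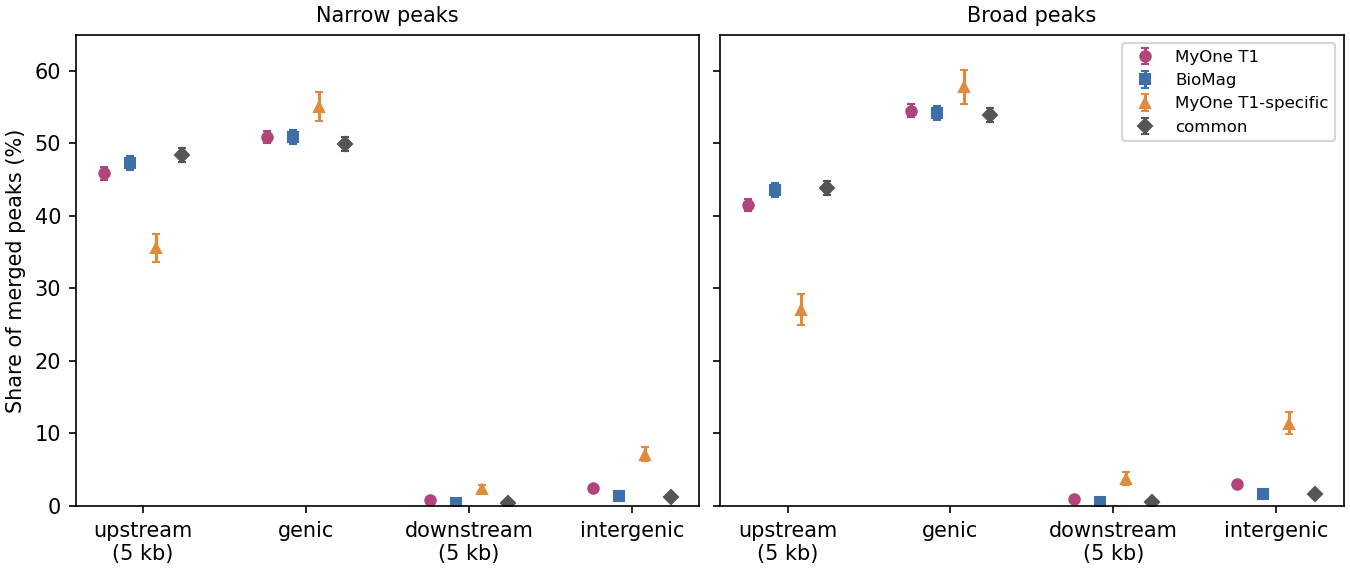
Share of merged narrow (left) and broad (right) peaks, in percent, in regions within 5 kb upstream of a gene, in genes, within 5 kb downstream, and between genes. Symbols stand for all MyOne T1 peaks, all BioMag peaks, MyOne T1-specific peaks and MyOne T1 peaks common with BioMag, with 95% Wilson intervals as bars. Of all narrow peaks of MyOne T1, 45.9% lie upstream and 50.9% in genes.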

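Merged MyOne T1 peaks without an overlapping merged BioMag peak numbered 2454 of 12514 for narrow peaks (19.6%, 95% Wilson interval 18.9 to 20.3%) and 1680 of 12022 for broad peaks (14.0%, 13.4 to 14.6%). When the same number of peaks with the highest −log10 q, that of the shortest list, was taken from every list, 1224 narrow peaks were specific to MyOne T1 and 763 to BioMag, and for broad peaks 613 and 608. Of the MyOne T1-specific narrow peaks, 35.5% were upstream and 7.09% intergenic, against 48.4% and 1.29% of the MyOne T1 peaks common with BioMag. Fisher's exact test, across peaks and not across libraries, gave p = 9.0e-31 for the upstream and p = 9.1e-49 for the intergenic share. For MyOne T1-specific broad peaks the shares were 27.1% upstream and 11.4% intergenic, against 43.9% and 1.67% of the common ones (p = 9.4e-40 and p = 2.6e-70 from Fisher's exact test). With genes taken before upstream regions, the upstream share of broad peaks was 2.27 percentage points higher among specific than among common peaks. Within 1 kb of a TSS lay 44.8% of the specific and 80.3% of the common narrow peaks.

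Among the specific narrow peaks, the one with the highest mean rank of height in the 2 MyOne T1 lists lies on chromosome 21 of GRCh37 from 47603794 to 47604824, with its summit 164 bp upstream of the TSS of SPATC1L. Its height was 71.04 and 71.02 in the 2 MyOne T1 lists. It had a narrow and a broad peak in BioMag replicate 1, and neither in replicate 2. The next lies on chromosome 1 from 228757568 to 228758393, with its summit 873 bp from the TSS of RNA5S6, a 5S ribosomal RNA gene, and had no BioMag peak, although 16 other places on the chromosomes carry a near-identical sequence. Of the other 3 of the 5 highest, one on chromosome 7 from 75039302 to 75040265 covers the start of the pseudogene NSUN5P1 and has 1 near-identical copy. One on chromosome 19 from 58891306 to 58893186 has its summit in an exon and UTR of ZNF837, 35 bp from its TSS. One on chromosome 1 from 161424294 to 161425535 lies in an intron of the lncRNA ENSG00000283360 and has 3 near-identical copies. Each of these 3 had a narrow peak in 1 of the 2 BioMag replicates and a broad peak in both.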

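The peak lists give the height of each peak as the authors' pileup at its summit, not the read density around it. In MyOne T1 replicate 1, the median height was 13.2 for the 2510 narrow peaks in MyOne T1-specific regions and 32.5 for the 10412 peaks in common regions. In replicate 2 the medians were 13.0 for 2503 and 32.0 for 10420 peaks. The ratio of specific to common was 0.407 in each replicate (SD 8.83e-05, n = 2). Both ratios use the same merged regions, so this spread is not independent and understates the error. For fold enrichment the ratios of the 2 replicates were further apart, at 0.650 and 0.674. A specific peak was higher than a common one in 12.0% of all pairs in replicate 1 and 12.2% in replicate 2. The choice of measure moved this ratio most, to 0.662 with the authors' fold enrichment in place of the height. Specific peaks were also shorter, with a median of 596.5 against 1416 bp in replicate 1. Of the 2454 specific regions, 739 (30.1%) overlapped a narrow peak of either BioMag replicate, without a merged peak of both.

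In the region of Fig 4D on chromosome 1, the narrow peak of MyOne T1 replicate 1 from 16543672 to 16544264 (GRCh37) had a height of 15.05 and a −log10 q of 11.0. Its summit at 16543914 lies in an exon of the lncRNA ENSG00000291077, 6 bp from its TSS, and in an intron of the pseudogene ANO7L1. The reference bases around the summit, from 16543884 to 16543944, read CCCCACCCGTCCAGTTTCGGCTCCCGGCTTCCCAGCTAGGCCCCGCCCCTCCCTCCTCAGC in the reference. BioMag replicate 2 had a narrow peak there from 16543669 to 16544008 with a −log10 q of 3.54, and each BioMag library had a broad peak there. The common peak, from 16562767 to 16564104 in MyOne T1 replicate 1, had a height of 37.93, and its summit lies in an intron of CPLANE2, 640 bp from the TSS. It was called as a narrow and a broad peak in all 4 libraries.

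**Figure D3:**
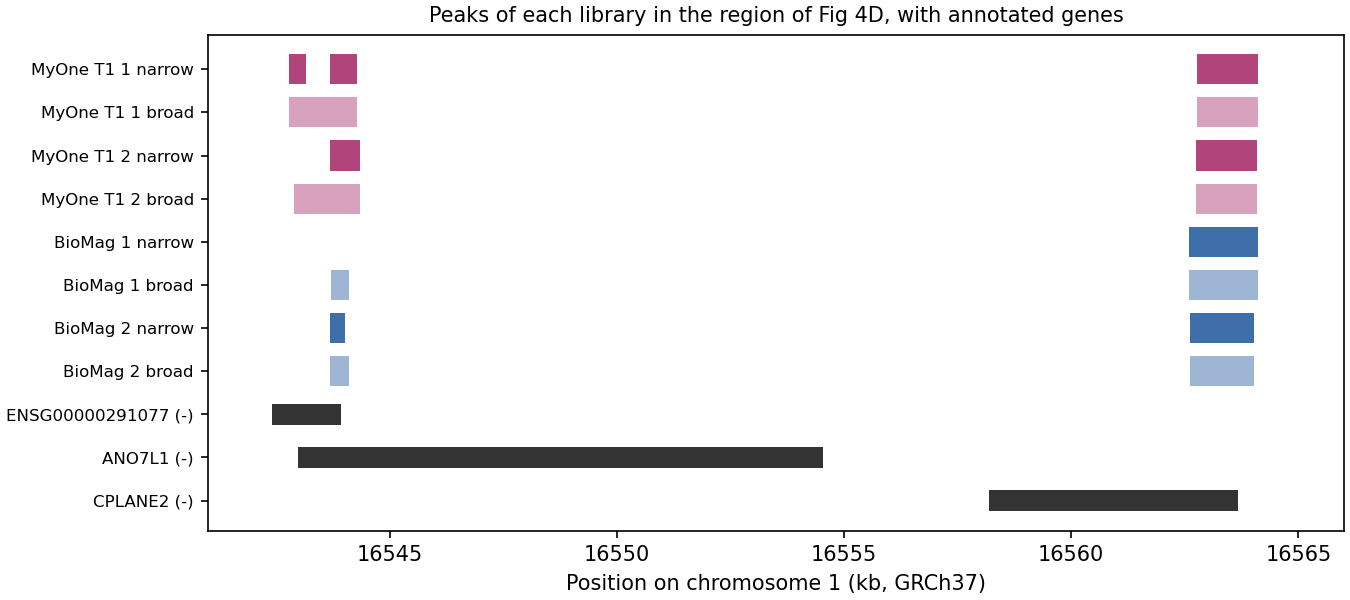
Narrow (dark) and broad (light) peaks of each library from the region of Fig 4D, with the genes named here, along chromosome 1 in kb of GRCh37. Bars run from the start to the end of each called peak and do not show height. The peak at 16543672 is narrow in both MyOne T1 libraries and in BioMag replicate 2.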

**Fig 4:**
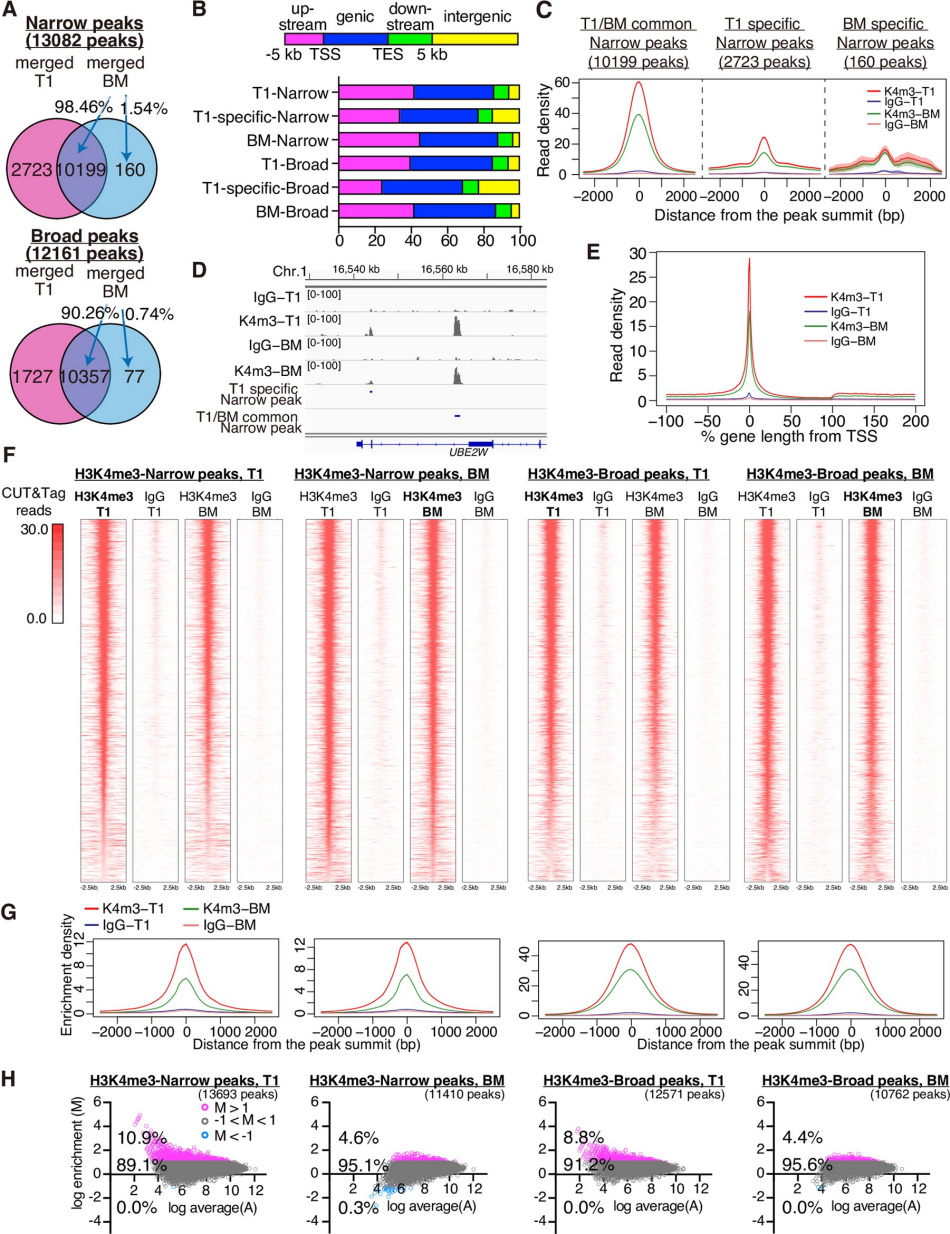
Comparison of H3K4me3 peaks. **A,** Venn diagram for overlap of merged Narrow and Broad peaks between MyOne T1 (T1) and BioMag (BM). Numbers indicate the number of peaks detected. **B,** Percentage of distribution of H3K4me3 reads in upstream (transcription start site, TSS –5 kb, magenta), genic (blue), downstream (transcription end site, TES +5 kb, green), and intergenic regions (yellow). **C,** Line plots show read density of T1/BM common or T1 specific narrow peaks from A. **D**, Distribution of mapped reads at T1 specific peaks and a T1/BM common peak on the chromosome 1 represents read densities for each peak. **E,** Enrichment profiles of CUT&Tag reads at TSS (0%). **F**, Heatmap analyses of CUT&Tag reads around H3K4me3 narrow or broad peaks detected using BM or T1 magnetic beads. **G,** Line plots below heatmaps represent CUT&Tag read density for each corresponding plot in F. **H,** MA plots show ratio intensities to compare CUT&Tag read densities at T1 and BM peaks (for non-merged single replicate samples). Magenta circles represent log enrichment > 1, grey circles represent log enrichment log enrichment ±1, and blue ones represent low enrichment < -1.

Heatmaps and line plots of H3K4me3 peaks (both narrow and broad) from BioMag or MyOne-T1 showed a similar pattern (**Fig 4F and 4G**). 

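Read densities were not used here, and the shape and order of the peaks were compared through narrow peaks that overlap one to one in 2 lists. Across such peaks, which are not independent replicates, Spearman's rho of the height ranks was 0.878 on average for the 4 pairs of a MyOne T1 and a BioMag library (0.872 to 0.885), each with 9461 to 9527 peaks. Ranks of 3 measures, the height, the fold enrichment and the −log10 q, were compared in 6 pairs of libraries. It was 0.941 between the MyOne T1 replicates and 0.891 between the BioMag replicates. For the ranks of the authors' fold enrichment over the control, rho was 0.368 between beads (0.360 to 0.372), and 0.851 and 0.787 within beads. Summits of shared peaks were a median of 61 to 69 bp apart between beads, and 51 and 65 bp apart between replicates of the same beads. The MyOne T1 peak was the longer one in 82.5% of the shared peaks on average, with a median length ratio of 1.25. These lengths also come from lists scaled to different controls.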

MA plot analyses further indicated that 4.4–10.9% of the peaks were uniquely detected in MyOne T1, although their read counts exhibited relatively lower values (**Fig 4H**).

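Peaks of single replicates were compared as calls, since the lists hold no read counts. Of the narrow peaks of one MyOne T1 library, 21.7% ± 0.569 (SD over 4 pairs of libraries, which share libraries) had no overlapping narrow peak in one BioMag library, ranging from 21.0 to 22.4%. For broad peaks the share was 15.3% ± 0.397, from 14.8 to 15.7%. In the reverse direction, 1.97% of BioMag narrow and 1.13% of BioMag broad peaks had no overlapping MyOne T1 peak. In MyOne T1 replicate 1, the 3076 narrow peaks without a peak in BioMag replicate 1 had a median height of 10.8, against 31.9 for the others. Restricted to MyOne T1 narrow peaks with a −log10 q of at least 10, the share without a BioMag peak was 7.14%, and 0.554% for broad peaks.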

## Discussion

The present study showed that the use of Dynabeads, especially MyOne T1, can be better alternatives to BioMag used in an original CUT&Tag protocol in terms of easy handling and equivalent data quality [3,4]. Unpreferable aggregation and absorption to the wall of tubes that were frequently observed when BioMag was used can be minimized by using MyOne T1, potentially preventing the loss of cells and increasing the efficiency of the washing process. This advantage is probably because of the hydrophobic surface of MyOne T1. Interestingly, we also found that MyOne T1 or C1 magnetic beads, that were smaller in size compared with Dynabeads M-280 or M-270, showed slightly higher ability to capture three kinds of tested cells, suggesting that beads in a smaller size are more capable of binding cells due to the increased surface area of beads when the same volume of beads was used.

In addition, our subsequent CUT&Tag using the MyOne T1 followed by sequencing observed remarkable similarity in H3K4me3 peaks between MyOne T1 and BioMag (**Figs 3 and 4**). Importantly, 4.4–10.9% of the H3K4me3 peaks observed using MyOne T1 showed higher enrichment at detected peak regions than those of BioMag, while almost no peaks showed lower enrichment (**Fig 4E**). Also, considering the increased number of H3K4me3 peaks in MyOne T1 samples (**Fig 4A**), using MyOne T1 may increase the sensitivity of the CUT&Tag. This may be because the improved suspendability by MyOne T1 enhanced the accessibility of IgG to the nucleus. 

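At stricter thresholds on the authors' q-values, the number of narrow peaks fell less with MyOne T1 than with BioMag. With a −log10 q of at least 5, 12188 ± 25.5 (SD, n = 2) narrow peaks were left with MyOne T1 and 8653 ± 215 (SD, n = 2) with BioMag. With a −log10 q of at least 10, the numbers were 9719 ± 28.3 and 4478 ± 281, or 2.17 times as many with MyOne T1. For broad peaks at this threshold they were 4465.5 ± 152 and 507.5 ± 91.2. The q-values of the 2 types of beads came from libraries scaled to different numbers of control tags, so these thresholds do not treat the beads alike. With the MyOne T1 peaks rescaled to the BioMag control and tested at the lowest −log10 p called with BioMag, the excess of narrow peaks fell from 2215 to 801. Peaks were not called anew, so calling at the depth of that control could leave another excess. From the larger number of peaks with MyOne T1, together with the higher enrichment in Fig 4E, the paper proposes that MyOne T1 may increase the sensitivity of the CUT&Tag.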

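By number, 304 of the 12514 merged narrow peaks of MyOne T1 were intergenic, against 145 of the 10471 of BioMag, and 364 against 179 merged broad peaks. Of the 304 intergenic MyOne T1 narrow peaks, 174 were specific to MyOne T1 and 130 were common with BioMag. With protein-coding genes only, 8.95% of the merged narrow peaks of MyOne T1 and 6.14% of those of BioMag were intergenic.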

On the other hand, MyOne T1 slightly increases the H3K4me3 peaks in intergenic regions (**Fig 4B**), implying the possibility of non-specific binding as well. Indeed, the read density of T1 specific narrow peaks was evidently lower than that of T1/BM common peaks, and those of BM samples were even lower (**Fig 4C and 4D**). Therefore, to verify the specificity of MyOne T1 beads, further examination is needed.

Nevertheless, we propose that the homemade con A-conjugated Dynabeads magnetic beads (i. e. MyOne T1) can be a "stress-free" alternative choice for CUT&RUN and CUT&Tag methods to avoid unwanted clumping and sticking to the sides of tubes. Preparation of the beads can be done fast and straightforward, thus most likely improving the quality of CUT&RUN or CUT&Tag results. It may need to test other types of magnetic beads to find the best ones for the cell types used in your experiments.

How the deposited data were processed for this re-analysis (not part of the article)

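CUT&Tag of H3K4me3 in Daudi cells was compared between 2 types of con A beads, MyOne T1 and BioMag, with 2 libraries each. Libraries were assigned to beads, antibody and replicate by the sample labels and the methods. The 3 IgG libraries were assigned in the same way, and were not analysed here.

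The authors removed barcodes with Trimmomatic, aligned the read pairs to GRCh37 (hg19) with Bowtie2, converted the alignments with SAMtools and called peaks in each library with MACS version 2.1.0.20151222, without pooling replicates. The deposited lists give for each peak its position, its pileup (signal at the summit, or over the region for broad peaks), its fold enrichment, which is a ratio to the local background of the control, and its −log10 p-value and −log10 q-value, all as the authors' run of MACS computed them. The list headers give an effective genome size of 2700000000 bp, a band width of 300 bp, a tag size of 151 bp, 1 tag kept per position, and scaling of the larger library of each pair towards the smaller. They name 1 control per type of beads and do not say which IgG library it was. The methods speak of a shift length of 100 bp for narrow and 400 bp for broad peaks. The headers list no such setting and give a fragment length of 290 to 295 bp. Between 1614739 and 2409540 tags per H3K4me3 library were left after filtering, and 1426001 and 616739 in the controls of MyOne T1 and BioMag. Since MACS scaled to the control, signal and q-values of the 2 types of beads stand on different scales. They were used to describe, rank and filter peaks within a list.

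Coordinates are those of the lists (GRCh37, counted from 1). Of 97164 peaks in the 8 lists, 0 of those on chromosomes 1 to 22, X and Y ended past their chromosome in the GRCh37 reference, and 85 touched a gap of it. Genes came from GENCODE release 44 mapped to GRCh37, with 64486 genes, 20176 of them protein-coding. That annotation holds no genes on unplaced and unlocalized sequences, so that merged peaks there were counted as intergenic. On chromosomes 1 to 22, X and Y only, 283 of 12493 merged narrow peaks of MyOne T1 (2.27%) and 134 of 10460 of BioMag (1.28%) were intergenic. Random placements and shares at a TSS covered chromosomes 1 to 22, X and Y only.

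Peaks of the 2 replicates were merged with bedtools 2.31.1 at a distance of 0 bp, and merged peaks holding a peak of each replicate were kept. The methods state that merged peaks were used and give no rule for merging. Merged peaks of the 2 types of beads were shared when they overlapped by at least 1 bp. A merged narrow peak was placed by the summit of its highest replicate 1 peak, and a merged broad peak by its midpoint. Classes were assigned in the order upstream (5 kb), genic, downstream (5 kb), intergenic. The share at a TSS counts summits within 1 kb of the start of a gene, set beside 100 random placements per list outside gaps (bedtools shuffle, fixed seeds). Numbers of peaks were compared by exact permutation tests of 2 against 2 libraries, and shares of specific and common peaks by Fisher's exact test, which is across peaks. Pairing of same-numbered replicates comes from the replicate numbers of the labels. Intervals are 95% Wilson intervals. The merging, overlap and class assignment were tested on simulated data. For 5000 simulated peak loci the numbers of specific and common regions were recovered exactly, without a check of each locus. These loci lay far apart, so split or adjacent peaks were not tested. The class of 3000 simulated positions was recovered in 100% of cases. Analyses ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, with samtools 1.23.1 for sequences and minimap2 2.31 for alignments of peak sequences.

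Except for the 5 longest broad peaks of MyOne T1, which were chosen after their values were seen, the loci named were fixed by a rule: the regions of Fig 3B, 3C and 4D, the 5 MyOne T1-specific narrow peaks with the highest mean rank of height in the 2 MyOne T1 lists, and the 3 common narrow peaks with the highest mean rank in all 4 lists. The latter lie on chromosome 9 from 66455039 to 66458924 at LINC01410, on chromosome 3 from 195716032 to 195717825 with the summit 73 bp from the TSS of SDHAP1, and on chromosome 7 from 100887248 to 100888904, with the summit in coding sequence of FIS1. The second of them has 2 near-identical copies.

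Alternatives covered the q-value threshold, the rule for merging replicates and its distance, the minimum overlap, equal numbers of top-ranked peaks, the chromosomes included, the class order and gene set, bin sizes, distances to the TSS, the measure of height, the replicate block, and each replicate left out in turn. M values and read densities of Fig 4 need the reads and were not computed.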

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

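The tests in this part were chosen before their results were seen. The paper does not discuss peaks on the unplaced and unlocalized sequences of GRCh37, and signal appeared there. The MyOne T1 lists held 25 and 24 narrow peaks on such sequences and the BioMag lists 14 and 14. Merged, these were 27 regions on 13 sequences, and 10 of the regions held a peak of all 4 libraries. Another 8 regions had a peak in both MyOne T1 replicates and in no BioMag library. Every one of these peaks was called against the IgG control of its beads. A technical explanation is that such sequences have near-identical copies on the chromosomes, so that reads are shared between the copies. Of the 27 regions, 12 (44.4%) aligned to a chromosome over at least 80% of their length with at least 95% identity, among them 4 of the 10 regions found in all libraries, which is less than most of them. Reads shared with chromosomal copies within these limits may therefore account for some of these peaks and not for the majority. Shorter copies, and copies on other unplaced or unlocalized sequences, were not tested, so shared reads in general remain open. The regions are too few for a comparison between the beads, and no biological explanation was tested.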

How the results depend on the processing

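All alternatives were fixed before the data were examined, except the leave-one-out fits of the genomic distribution, the genomic distribution on chromosomes 1 to 22, X and Y only, the summit offset at a −log10 q of at least 10 and the starts of all transcripts, which were chosen after seeing the data. Of 158 alternative values for 21 results, 91 stayed within the tolerance or side of the threshold of the reported value, 66 moved and 1 reversed. For numbers of specific peaks this tolerance was wide. With the reciprocal overlap, 3676 MyOne T1-specific narrow peaks against the reported 2454 counted as not moved. The counts in the 2 windows of chromosome 1 were not varied.

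The difference in narrow peaks was 3535 with a −log10 q of at least 5 and 5241 with at least 10, and that in broad peaks was 4979.5 and 3958. The q-values of the 2 types of beads stand on different scales, so these thresholds do not treat the beads alike, and the larger differences show no stability. Rescaled to the BioMag control, the difference in narrow peaks was 801 at the lowest −log10 p called with BioMag. At the lowest −log10 p of the MyOne T1 lists it was 894. Peaks were not called anew for these values. With the replicate block the differences were 2215 and 1729, which the block cannot move, since it averages the same values, and an exact sign-flip test of the 2 pairs cannot go below p = 0.5. The correlation of same-numbered deviations was 0.0115 for narrow and -0.000928 for broad peaks.

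The share of BioMag narrow peaks overlapping MyOne T1 peaks was 98.3% with the union of the replicates, 98.5% with replicate 1 peaks that overlap replicate 2, 98.2% with shared base pairs, 99.1% with merging up to 1000 bp, 97.8% with at least 50% covered, 84.4% with a reciprocal overlap of at least 50%, 98.0% and 95.7% with a −log10 q of at least 5 and 10, and 92.7% with equal numbers of top-ranked peaks. It ranged from 97.4 to 99.2% across the 4 fits that each left out one replicate. For broad peaks the share was 98.9% with the union, 92.8% with the reciprocal overlap, 98.1% and 85.8% with a −log10 q of at least 5 and 10, and 94.2% with equal numbers, and from 98.4 to 99.6% with one replicate left out.

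MyOne T1-specific narrow peaks numbered 3807 and 5587 with a −log10 q of at least 5 and 10, and 1224 with equal numbers of top-ranked peaks. Specific broad peaks numbered 5251, 3465 and 613 under the same settings. MyOne T1-specific narrow peaks numbered 3004 with shared base pairs, 3484 with at least 50% covered and 3676 with the reciprocal overlap. They numbered 1911 with merging up to 1000 bp, and from 2055 to 3411 with one replicate left out. MyOne T1-specific broad peaks numbered 2041 with the union, 2295 with at least 50% covered and 2310 with the reciprocal overlap. With one replicate left out they numbered from 1405 to 2228. BioMag-specific narrow peaks numbered 204 with shared base pairs, 235 with at least 50% covered, 1633 with the reciprocal overlap and 763 with equal numbers, and from 86 to 300 with one replicate left out. BioMag-specific broad peaks numbered 121 with the union, 752 with the reciprocal overlap and 608 with equal numbers, and from 46 to 176 with one replicate left out. MyOne T1-specific peaks outnumbered BioMag-specific ones under each of these settings, by 613 to 608 for broad peaks with equal numbers. The cause of these shifts was not tested.

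The difference in length between MyOne T1 and BioMag was 138 bp for narrow peaks with a −log10 q of at least 10, and for broad peaks 197 bp with means in place of medians and 196 bp with a −log10 q of at least 10. The share of single-replicate MyOne T1 peaks without a BioMag peak was 34.01% for narrow and 22.7% for broad peaks with at least 50% covered, and 7.14% and 0.554% for peaks with a −log10 q of at least 10. The mean rho of shared peaks between beads was 0.368 for ranks of fold enrichment, the main setting. It was 0.878 for ranks of height and 0.498 for ranks of −log10 q. The Jaccard index was 0.810 with bins of 10 kb, 0.963 with bins of 1 Mb, 0.894 over the whole genome and 0.901 for broad peaks. The ratio of specific to common peaks was 0.662 for fold enrichment, 0.370 for −log10 q, and 0.394 for the height of peaks absent from both BioMag replicates. The mean share of narrow peaks at a TSS over the 4 lists was 73.2%, and 62.9% within 500 bp, 86.1% within 5 kb, 64.3% for protein-coding genes and 87.3% for the starts of all annotated transcripts. The cause of these shifts was not tested.

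The intergenic share was higher among MyOne T1-specific than among common peaks under every alternative tried for it, by 5.48 percentage points for narrow and 9.35 for broad peaks on chromosomes 1 to 22, X and Y only. The difference in upstream share between specific and common broad peaks was -16.8 percentage points, and 2.27 percentage points when genes were taken before upstream regions. The cause was not tested.

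The BioMag lists were scaled to 616739 control tags and those of MyOne T1 to 1426001. Whether sites were missed with BioMag for lack of depth cannot be told from the peak lists.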

Differences from the paper's values

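The paper gives a length of about 100 bp for narrow peaks, and the median length in the lists was 1199.5 bp for MyOne T1 and 995 bp for BioMag. For broad peaks the paper gives about 400 bp, and the medians were 1507.5 and 1330.5 bp. Neither means in place of medians nor a −log10 q of at least 10 closed these gaps.

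The intergenic shares in Fig. 4B were read by eye. The caption of Fig. 4B names reads, whereas the paper's text describes peaks. Shares of peaks were compared here, and they need not match if the figure counts reads. For MyOne T1 narrow peaks the paper's share is about 6% in Fig. 4B and the value here was 2.43%, and for MyOne T1-specific narrow peaks it is about 15% against 7.09%. With protein-coding genes only, the values were 8.95% and 21.3%, within 1.5 times the paper's. For BioMag narrow peaks the paper's share is about 4% in Fig. 4B against 1.38%, and none of the alternatives set before the data were examined closed the gap, with 6.14% for protein-coding genes only. For broad peaks the paper's shares are about 6% for MyOne T1, about 23% for MyOne T1-specific peaks and about 5% for BioMag in Fig. 4B, and the values here were 3.03%, 11.4% and 1.71%. With protein-coding genes only they were 9.93%, 27.4% and 7.28%, of which the last 2 fell within 1.5 times the paper's. Taking genes before upstream regions, or counting any overlap of the whole peak, closed none of these gaps. The upstream shares went the other way. With all genes they were within 1.5 times those read from Fig. 4B for narrow and broad peaks of MyOne T1, MyOne T1-specific peaks and BioMag. With protein-coding genes only, the upstream share fell below the paper's by more than 1.5 times for MyOne T1-specific narrow peaks, where the paper's is about 34% in Fig. 4B, and to 27.5% for BioMag narrow peaks, where it is about 45%. For broad peaks it fell to 21.4% for MyOne T1, 12.9% for MyOne T1-specific peaks and 22.4% for BioMag, where the paper's are about 39%, 24% and 41% in Fig. 4B. None of these settings thus came near all of the paper's shares.

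The numbers of specific peaks differ little from the paper's. The paper's 2723 and 1727 MyOne T1-specific narrow and broad peaks stand against 2454 and 1680 here. With replicate 1 peaks that overlap a replicate 2 peak, one of the alternatives set before the data were examined, the numbers were 2723 and 1727 for MyOne T1 and 160 and 77 for BioMag, the same as in the paper's Fig. 4A. Under this setting 98.5% of 10857 BioMag narrow peaks and 99.3% of 10483 broad peaks overlapped. The paper's 98.46% equals the number of common peaks counted on the MyOne T1 side, 10199, divided by that number plus the 160 BioMag-specific peaks, and its 99.26% equals 10357 over 10357 plus 77. The figure prints the broad share with other digits than the text.

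The paper draws a peak in Fig. 4D as specific to MyOne T1. At that place BioMag replicate 2 had a narrow peak from 16543669 to 16544008 on chromosome 1, and both BioMag libraries had a broad peak. The figure labels the region with UBE2W, which GENCODE places on chromosome 8 from 74692332 to 74791145, and the annotation lists ANO7L1, CPLANE2 and FBXO42 among the genes of the region on chromosome 1. The paper describes a share of peaks as uniquely detected with MyOne T1 from its MA plots. Counted as calls, 21.7% of narrow and 15.3% of broad peaks of a MyOne T1 library had no overlapping peak in a BioMag library.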

Other observations

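The test of sequencing depth and the split of the rescaling by threshold were chosen after results had been seen, and the other tests in this part before.

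After filtering, the MyOne T1 control held 2.31 times as many tags as the BioMag control, although before filtering it held fewer (2503484 against 2654790), and MACS scaled each H3K4me3 library to its control. A candidate explanation for the larger number of narrow peaks with MyOne T1 is this scaling. The background of each peak was recovered from its pileup and fold enrichment, and the Poisson p-values computed from it differed from the listed −log10 p by a median of 0.00159 to 0.00227. Pileup and background of each MyOne T1 peak were then multiplied by 0.432, the ratio of the controls, and tested against the lowest −log10 p called in the BioMag lists, 3.75. On average 12278.5 MyOne T1 peaks passed, so that the excess over BioMag fell from 2215 to 801 peaks and 63.8% of it was removed. The higher threshold without the scaling removed 2.08%, and the scaling at the lowest −log10 p of the MyOne T1 lists, 3.56, removed 59.6%. Such a scaling can only lower the number of peaks, so the test bears on the size of the loss and not on its direction. It used the listed summit values and did not call peaks anew. Peak length and the counting noise of a smaller control were thus left out. The 801 peaks need not be the excess that calling at the depth of the BioMag control would give. The scaling may account for part of the excess. Peaks in MyOne T1-specific regions were lost more often (25.9% and 21.8% in the 2 replicates) than peaks in common ones (3.45% and 3.36%). The depth of the H3K4me3 libraries themselves was weighed through the BioMag replicates, which share one control. Replicate 2 had 31.5% more filtered tags than replicate 1 and 0.621% more narrow peaks. This is a single pair of libraries, both scaled by MACS to the same control, so the comparison could hardly show an effect of depth, and the depth of the H3K4me3 libraries cannot be excluded. The remaining 801 peaks cannot be assigned to the beads, since each type of beads had its own control and its own depth, which cannot be told apart from the beads.

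MyOne T1-specific narrow peaks may be sites just under the threshold in BioMag. Of the 2454 regions, 1514 (61.7%, 95% Wilson interval 59.8 to 63.6%) overlapped a narrow or a broad peak of either BioMag replicate, and 940 overlapped none. Some may be flanks of common peaks called separately, as 20.3% lay within 2 kb of a common region, against 9.93% of common regions within 2 kb of another. This can concern at most 499 of the specific regions. GC content also differed. Away from TSSs, the median GC content of 501 bp around the summit was 51.9% for specific and 66.3% for common regions, a difference of -14.4 percentage points, and at TSSs it was 62.9% and 69.1%. Near-identical copies elsewhere on the chromosomes were found for 5.24% of specific and 2.16% of common regions, too few to account for most of them. The GC comparison was not matched for height and does not test GC content as a cause. The threshold and GC content remain open as explanations, flanks remain open for a minority of the regions, and no biological explanation is drawn.

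The larger intergenic share of MyOne T1-specific narrow peaks may reflect their low height. Common regions drawn to match the heights of the specific ones (median 13.1 in each) were intergenic in 4.38% ± 0.384 (SD of 100 draws), against 7.09% of the specific and 1.29% of all common regions. Height thus covered 53.3% of the difference. For the upstream share, height-matched common regions (34.4%) were as low as the specific ones (35.5%).

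Ranks of fold enrichment differed far more between beads than ranks of height did. A candidate explanation is that fold enrichment carries the background of the control that the libraries of one type of beads share. The recovered background of shared peaks had a mean Spearman's rho of 0.501 between beads and 0.898 within beads. The value fell between beads, as this explanation predicts, but stayed above 50% of that within beads. By this limit, set before the test, the result went against the explanation. The limit was set aside after the value was known. Fold enrichment is computed from the pileup and this background alone. Its lower rank agreement than that of the height therefore enters through the background by construction, and the test adds nothing to this. Each type of beads had its own control, so whether the background differs because of the control library or the beads remains open. The median background at narrow peaks was 2.00 tags in each MyOne T1 list and 0.999 in each BioMag list, so that fold enrichment rests on few control tags.

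The 5 longest merged broad peaks of MyOne T1 were chosen after their values were seen. They lie at PAX5 (chromosome 9 from 37024638 to 37037296, 12659 bp), RHOH (chromosome 4 from 40192829 to 40205083, 12255 bp), NEAT1 (chromosome 11 from 65184054 to 65195652, 11599 bp), PTP4A2 (chromosome 1 from 32394263 to 32404164, 9902 bp) and the pseudogene CLECL1P (chromosome 12 from 9876252 to 9886085, 9834 bp). All 5 overlapped a merged BioMag broad peak, the longest of which were 7694, 8562, 2669, 3684 and 4132 bp at the same places. Since the regions were selected for their length with MyOne T1, and the lists are scaled to different controls, these lengths do not measure a difference between the beads.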
